# Expression profile of microRNAs in porcine alveolar macrophages after *Toxoplasma gondii* infection

**DOI:** 10.1186/s13071-019-3297-y

**Published:** 2019-01-29

**Authors:** Senyang Li, Jing Yang, Luyao Wang, Fen Du, Junlong Zhao, Rui Fang

**Keywords:** *Toxoplasma gondii*, microRNA (miRNA), Porcine alveolar macrophages (3D4-21)

## Abstract

**Background:**

*Toxoplasma gondii* is an apicomplexan protozoan parasite that can cause serious clinical illnesses in both humans and animals. microRNAs (miRNAs) are non-protein-coding RNAs that can regulate the expression of target genes. A previous study found that many miRNAs were differentially expressed after *T. gondii* infection and exert significant effects and revealed that both host survival and the virulence of different strains can be regulated by different miRNAs. Macrophages play an important role in *T. gondii* infection, but few studies have investigated the relationship between miRNAs and porcine alveolar macrophages infected with *T. gondii.*

**Methods:**

Porcine alveolar macrophages (3D4-21) were infected with the RH (Type I) and Me49 (Type II) strains of *T. gondii* for 12 h and 24 h and then harvested. miRNA libraries were generated using the NEBNext® Multiplex Small RNA Library Prep Set for Illumina® (NEB, USA), and the miRNA expression levels were estimated based on transcripts per million reads (TPM).

**Results:**

Our study generated six miRNA expression profiles from macrophages infected with RH and Me49 compared with the control groups. The comparison of the *T. gondii*-infected and uninfected samples identified 81 differentially expressed miRNAs, including 36 novel miRNAs and 45 mature miRNAs. The target genes of these differentially expressed miRNAs were predicted using miRanda software, and ssc-miR-127 and ssc-miR-143-3p were predicted to regulate nitric oxide synthase 1 (NOS1) and nitric oxide synthase 3 (NOS3), respectively, which play essential roles in synthesizing nitric oxide (NO) by oxidizing L-arginine. These genes were differentially expressed in both the RH- and Me49-infected groups. A KEGG enrichment analysis indicated that the predicted target genes were involved in multiple signaling pathways, including FcγR-mediated phagocytosis, the AMPK signaling pathway, the mTOR signaling pathway, and the FcγRI signaling pathway, all of which are indispensable for the normal functioning of porcine alveolar macrophages.

**Conclusions:**

Our results provide data on the miRNA profile of porcine alveolar macrophages infected with *T. gondii.* To our knowledge, this study provides the first demonstration of the relationship between miRNA and macrophages of swine origin. Understanding the functions of these regulated miRNAs will aid the investigation of *T. gondii* infectious diseases, and the differentially expressed miRNAs might be candidate drug targets for *T. gondii* infection in pigs.

**Electronic supplementary material:**

The online version of this article (10.1186/s13071-019-3297-y) contains supplementary material, which is available to authorized users.

## Background

*Toxoplasma gondii* is an apicomplexan protozoan parasite that infects all nucleated cells and a widely distributed zoonotic parasite that can cause serious clinical illnesses in animals and humans. Although *T. gondii* has a heteroxenous life-cycle and a broad host range, its sexual reproduction only occurs in the small intestine of felids, the only definitive hosts of *T. gondii*. *Toxoplasma gondii* can cause severe disease in warm-blooded animals, including humans; immunocompetent individuals may experience fever, lymphadenopathy and muscle aches, and immunosuppressed patients may present with neurological symptoms, encephalitis and toxoplasma encephalitis. *Toxoplasma gondii* acquired during pregnancy might cause serious damage to newborn babies, including sight and hearing impairments and central nervous system diseases [1–3]. In many countries, *T. gondii* is one of the major causes of abortion and stillbirth in pig and sheep farms. Pork is the most widely consumed meat per capita in most countries, but pigs pose potential zoonotic risks because they might carry bacteria and other pathogens, including *T. gondii*. In fact, pigs are among the most important sources of material used in human xenoplastic transplantation, and the high rate of *T. gondii* infection in pigs is a huge challenge for future organ transplantations [4, 5]. Therefore, the prevention and control of swine toxoplasmosis is of great significance to animal husbandry and for the prevention of human *T. gondii* infection.

Macrophages are myeloid immune cells that form part of the mononuclear phagocyte system. These cells, which are found in many tissues and organs, including the spleen, lungs and lymph nodes, consume and digest dead cells, debris, and parasites in the body [6, 7]. During inflammation, macrophages are key players in phagocytosis, antigen presentation, and the secretion of various cytokines, chemokines, and growth factors. *Toxoplasma gondii* infection induces macrophages to secrete various cytokines, including the upregulated cytokines IFN-γ, TNF-α, IL-1, IL-2 and IL-12 and the downregulated cytokines IL-4, IL-6 and IL-10 [8]. IFN-γ plays a leading role in the host’s fight against *T. gondii*, and IFN-γ induces an increase in the insecticidal ability of macrophages. During the processes of phagocytosis, macrophage and pathogen surface receptors assimilate into a membrane-bound digestive vacuole; therefore, macrophages are considered an important component of the innate immune system’s first line of defense against pathogen infection [9]. However, many intracellular pathogens exploit this mechanism to ensure their internalization and survival in phagocytes, particularly macrophages [10]. This mechanism is one of the strategies used by *T. gondii* to evade host immunity.

miRNAs are a class of endogenous non-protein-coding RNAs that serve as negative regulators of the host response through the miRNA-induced silencing complex (miRISC) in apicomplexan parasites [11]. Since the discovery of miRNAs in 1993, these molecules have attracted wide attention due to their unique functions and provide a new dimension of molecular biology. Increasing evidence suggests that miRNAs play multiple roles in diverse biological processes, including organ development, cell proliferation and division, pathological processes [12–14] and in *T. gondii* infection. For example, following *T. gondii* infection, the miRNA-30c-1, miRNA-125b-2, miRNA-23b-27b-24-1 and miRNA-17~92 cluster genes bind to the STAT3 promoter in human macrophages, which leads to increased apoptosis of these cells [15]. Early during the *T. gondii* infection process in mice, three miRNAs (mmu-miR-712-3p, mmu-miR-511-5p and mmu-miR-217-5p) are prominently expressed by both the RH and ME49 strains, and the increase in the expression of these miRNAs is specific to *Toxoplasma* species [16].

In our study, porcine alveolar macrophages were infected with the RH and Me49 strains of *T. gondii*. The goal of our study was to explore the changes in miRNA expression in porcine alveolar macrophages after infection with *T. gondii*. A previous study revealed that miRNAs have significant effects at the posttranscriptional level on physiology, pathogenesis, and immunology. Our results provide full miRNA profiles of porcine alveolar macrophages infected with *T. gondii*, and differential miRNA expression was further analyzed by target prediction and pathway analysis. Unveiling the roles of differentially expressed miRNAs in macrophages will help researchers obtain a better understanding of the interactions between *T. gondii* and macrophages. In addition, an understanding of the functions of these regulated miRNAs will aid the investigation of toxoplasmosis, and the differentially expressed miRNAs might be candidate drug targets for *T. gondii* infection in pigs.

## Methods

### Parasite infection and sample collection

The RH (type I) and Me49 (type II) strains of *T. gondii* were cryopreserved in liquid nitrogen in our laboratory. Porcine alveolar macrophages and human foreskin fibroblasts (HFF) were cultured in DMEM with 10% FBS. Porcine alveolar macrophages were infected with the RH and Me49 strains at a macrophage-to-tachyzoite ratio of 1:5 (MOI = 5) to ensure an appropriate infective dose. RH- and Me49-infected macrophages were harvested at 12 and 24 h after infection with *T. gondii* (herein referred to as RH12 and RH24, and M12 and M24), and samples from the control group were collected at the same time points (referred to as D12 and D24). Thus, six samples were generated during the study: RH12, RH24, M12, M24, D12 and D24. RNA was extracted from all samples using TRIzol, and small RNA sequencing was then performed to characterize the global miRNA transcriptional response to *T. gondii* infection.

### RNA quantification and qualification

The degradation and contamination of RNA were monitored using 1% agarose gels. The RNA purity was checked using a NanoPhotometer® spectrophotometer (Implen, GER), and the RNA concentration was measured using a Qubit® RNA Assay Kit with a Qubit® 2.0 Fluorometer (Life Technologies, USA). The RNA integrity was assessed using an RNA Nano 6000 Assay Kit with an Agilent Bioanalyzer 2100 system (Agilent Technologies, USA).

### Preparation of libraries for small RNA sequencing and data analysis

The samples were sent to the Beijing Novogene Bioinformatics Institute for Illumina sequencing. Three micrograms of total RNA was used as the input material to generate a small RNA library used for the analysis of miRNAs. Sequencing libraries were generated using the NEBNext® Multiplex Small RNA Library Prep Set for Illumina® (NEB), and first-strand cDNA was then synthesized using Moloney Murine Leukemia Virus Reverse Transcriptase (M-MuLV-RT). PCR amplification was performed using LongAmp Taq 2× Master Mix, and the PCR products were purified on an 8% polyacrylamide gel. The libraries obtained from the different samples were sequenced on an Illumina HiSeq 2500/2000 platform, and 50-bp single-end reads were generated.

The raw data (raw reads) in FASTQ format were first processed using Python and custom Perl scripts. Clean data (clean reads) were obtained after removing various reads, including poly-N reads, reads without a 3' adapter or an insert tag, reads with 5' adapter contamination, reads with poly A, T, G or C and low-quality reads from the raw data. Moreover, the Q20, Q30 and GC contents of the raw data were calculated. We then selected a specific length for the clean reads to perform all subsequent analyses.

To analyze the expression and distribution of the small RNA tags on the reference sequence, we mapped the small RNA tags to the reference sequence using Bowtie [17] without allowing any mismatch; this process was also used to search for known miRNAs. miRBase20.0 was used as a reference, and potential miRNA and secondary structures were obtained using modified mirdeep2 [18] and srna-tools-cli software. Custom scripts were used to obtain the miRNA counts as well as the base bias on the first positions of the identified miRNAs with a specific length and on each position of all identified miRNAs. All small RNA tags were mapped to the Rfam database, Repeat Masker or the various types of data from the specified species to remove tags originating from repeat sequences, protein-coding genes, rRNAs, snRNAs, tRNAs and snoRNAs.

Novel miRNAs can be predicted based on the hairpin structure of the miRNA precursor. To predict novel miRNAs, we explored the Dicer cleavage site, the secondary structure and the minimum free energy of the small RNA tags that were not annotated in the former steps using the available software mirdeep2 [18] and miREvo [19].

The target genes of the miRNAs were predicted using miRanda software. The measure transcripts per million (TPM) was used to estimate miRNA expression levels based on the following criteria: normalized expression = mapped read count/total reads*1,000,000 [20]. Differential expression analysis between two groups was performed using the *DESeq* R package (v.1.8.3). *P*-values were adjusted using the Benjamini & Hochberg method, and by default, a corrected *P*-value of 0.05 was set as the threshold for significant differential expression. The target gene candidates of differentially expressed miRNAs were subjected to gene ontology (GO) enrichment analysis. The statistical enrichment of the target gene candidates in KEGG pathways was tested using KEGG Orthology Based Annotation System (KOBAS) software.

### Validation of miRNA expression

The results of the miRNA expression analysis were validated by tailing-reaction quantitative RT-PCR using an ABI StepOne Sequence Detection System with SYBR Green qPCR Super Mix according to the manufacturer’s recommended protocol (Invitrogen, USA). All qRT-PCR reactions were performed in triplicate, and snRNA U6 was used as an internal control for the normalization and quantification of miRNA expression.

## Results

### RNA quality testing

All RNAs were subjected to quality testing to ensure their availability. The detected contents included OD260/280, OD260/230, 28S/18S and RNA integrity (RIN), and all test results were qualified.

### miRNA expression profiles of macrophages after *T. gondii* infection

Our study generated six miRNA expression profiles from macrophages infected with either RH or Me49 or non-infected macrophages (control) at two different time points, and more than ten million raw sequence reads from each group were mapped to the sRNA library. In addition, more than ten million high-quality clean reads were obtained after low-quality reads, junk sequences and adaptor sequences were removed from the raw sequence reads. 

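Small RNA was sequenced in 6 libraries, 1 for each condition. D12 and D24 are the uninfected control group, M12 and M24 are macrophages infected with Me49 and R12 and R24 are macrophages infected with RH, harvested 12 h and 24 h after infection. The authors deposited the number of reads counted on each of 443 miRNAs, without normalization. They also deposited the TPM, which is the count divided by the sum of the counts of all miRNAs in the same library, scaled to the same total in every library, without a division by length. Of the 443 miRNAs, 269 were mature miRNAs, listed with the prefix ssc-, and 174 were predicted miRNAs, listed as novel_ followed by a number. The miRNA counts summed to 5532837 in D12, 5819591 in D24, 1308278 in M12, 483861 in M24, 692425 in R12 and 347325 in R24. The control group therefore had 4.23 times the miRNA counts of M12, 12.0 times those of M24, 7.99 times those of R12 and 16.8 times those of R24. As a share of the clean reads that the paper reports in Table 2, miRNA counts made up 43.2% in D12, 48.6% in D24, 10.3% in M12, 4.44% in M24, 6.75% in R12 and 3.08% in R24. A single miRNA, ssc-miR-21, took between 61.9% and 67.4% of the miRNA counts of a library. A count of 0 allows up to 3 counts, which is a TPM of 0.542 in D12 and 8.64 in R24. Each infected library was compared with the control library of its time point by a two-sided exact conditional binomial test on the counts of each miRNA, with library sizes normalized by edgeR's TMM method and Benjamini-Hochberg adjustment. A miRNA was counted as differentially expressed at an adjusted p under 0.05 and a log2 fold change above 1 in size, after adding 0.5 counts. With 1 library per condition there was no replicate to check a value against, so this test compares libraries and not conditions. Intervals beside a log2 fold change are exact 95% intervals and cover counting error only, since PCR reads without molecular identifiers are not independent molecules. A change common to 12 h and 24 h was tested over all 6 libraries by edgeR's quasi-likelihood test with time point as a covariate, which leaves 2 residual degrees of freedom. It covered the 205 miRNAs with enough counts for edgeR's expression filter. The standard error printed with this test is the size of the log2 fold change divided by the square root of the test's F statistic. It is not estimated by the model itself.

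**Figure D1:**
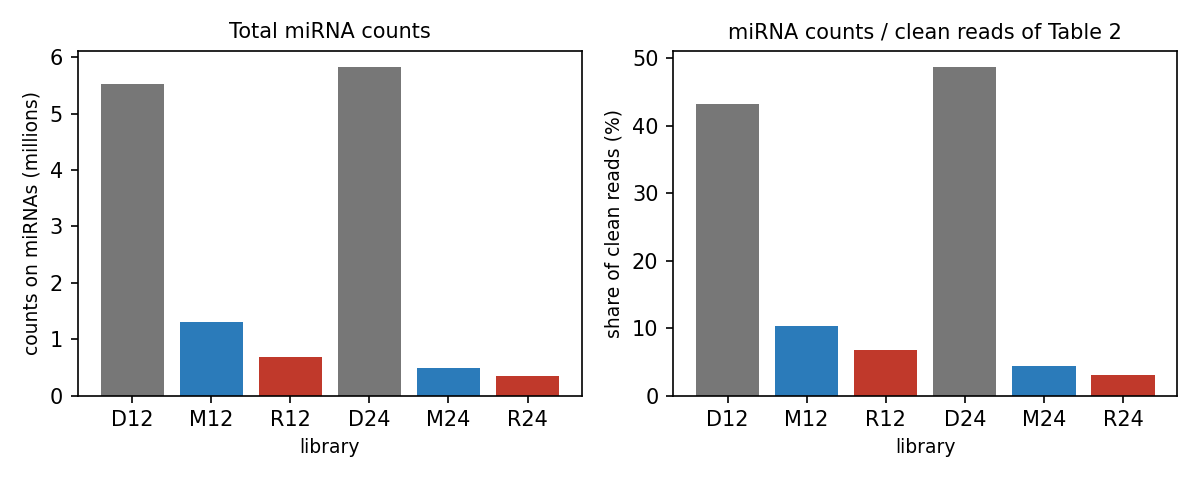
Total miRNA counts (left, axis scaled as labelled) and miRNA counts as a percent of the clean reads of Table 2 (right) for each of the 6 libraries. Each bar is 1 library, in gray for the control group, blue for Me49 and red for RH. The control libraries stand at 43.2% and 48.6%, and the infected libraries lie between 3.08% and 10.3%.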

The sequencing data are summarized in Tables 1 and 2.

**Table 1:** Summary of small RNA sequencing data

Library type	Reads	Bases	Error rate (%)	Q20 (%)	Q30 (%)	GC content (%)
Me49-12	13,132,137	0.657G	0.02	91.99	85.52	51.23
Control-12	13,136,212	0.657G	0.02	92.50	86.08	48.16
RH-12	10,468,948	0.523G	0.01	96.93	93.45	51.59
Me49-24	13,959,111	0.698G	0.02	94.22	89.18	52.52
Control-24	14,751,563	0.738G	0.02	94.47	89.72	47.80
RH-24	14,931,863	0.747G	0.02	93.28	88.06	52.41

**Table 2:** Summary of the standard bioinformatics quality checks and cleaning of small RNAs

Library type	Me49-12	Control-12	RH-12	Me49-24	Control-24	RH-24
Total reads	13,132,137	13,136,212	10,468,948	13,959,111	14,751,563	14,931,863
N% > 10%	1	2	57	69	75	28
Reads with 5-adapter-contamination	2381	716	2202	2433	544	2617
Reads with ploy A/T/G/C	44,095	21,489	41,015	29,190	11,655	60,839
Low-quality reads	82,182	78,823	22,801	2,797,182	2,610,836	3,360,947
3-adapter- null or insert-null reads	325,730	238,506	143,336	235,442	161,513	228,911
Clean reads (%)	12,677,748 (96.54)	12,796,676 (97.42)	10,259,537 (98.00)	10,894,795 (78.05)	11,966,940 (81.12)	11,278,521 (75.53)

Most (> 70%) of the total clean reads in the control group had a length of 22–24 nucleotides, and the length of the clean reads was significantly changed after *T. gondii* infection. Compared with the control group, the number of sRNAs between 22–24 nucleotides in length decreasing by 50% in experimental groups, and the length of the majority of the sRNAs in the experimental groups was 19–29 nucleotides (Fig. 1a-d). We removed sRNAs of 24–29 nucleotides and 32–35 nucleotides, and the remaining clean reads were used for the identification of mature miRNAs and for the prediction of novel miRNAs.

**Fig. 1:**
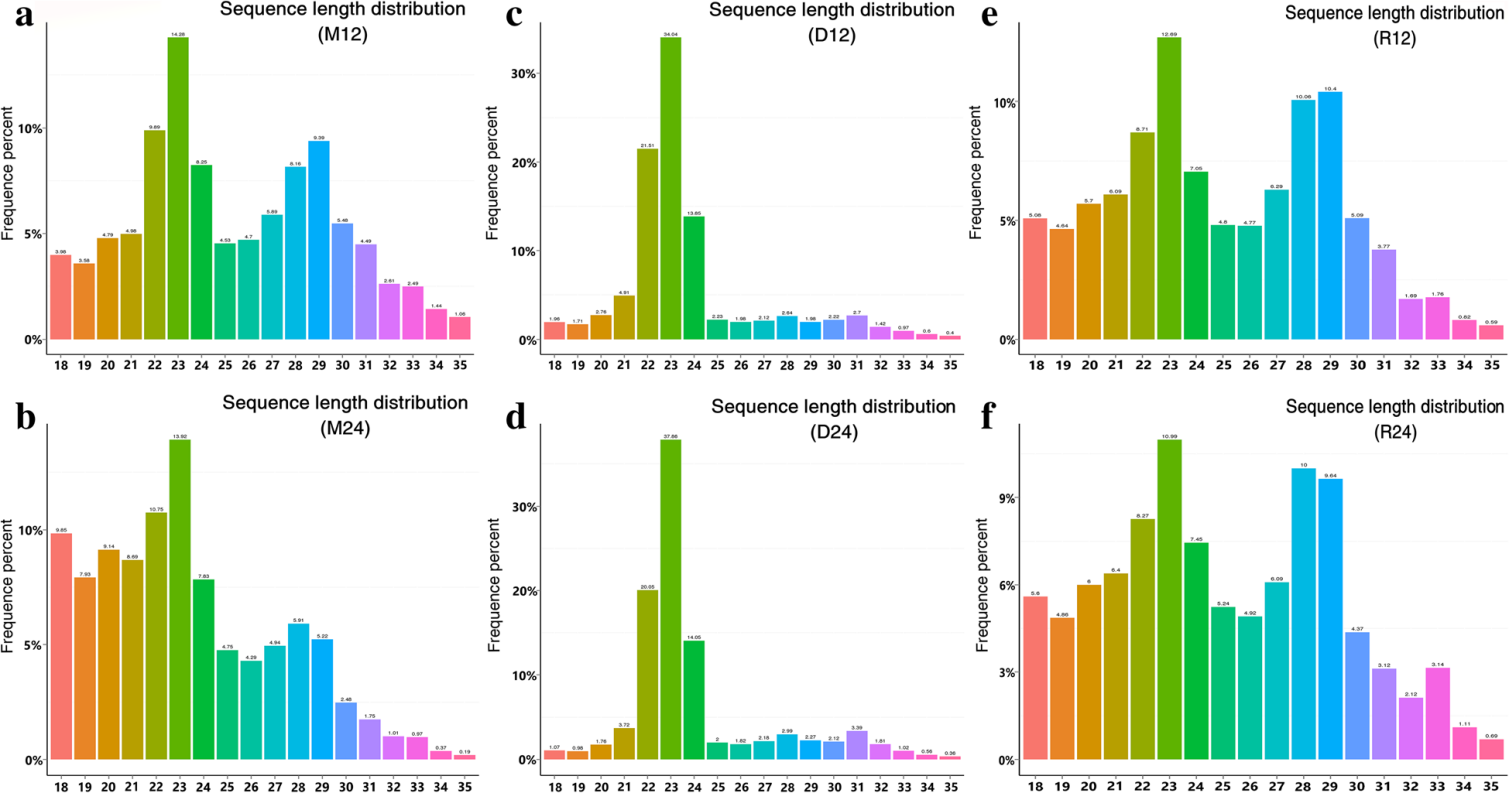
Length distribution of the small RNAs expressed in porcine alveolar macrophages infected or not infected with *T. gondii*. **a**, **b** Macrophages harvested 12 h (M12) and 24 h (M24) after infection with the Me49 strain. **c**, **d** Uninfected macrophages (D12 and D24, control groups).**e**, **f** Macrophages harvested 12 h (R12) and 24 h (R24) after infection with the RH strain

The comparison of the *T. gondii*-infected and uninfected group revealed 81 differentially expressed miRNAs, including 36 novel miRNAs and 45 mature miRNAs. 

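Between 416 and 420 miRNAs were tested in each comparison with the control group. In M12, 21 miRNAs were differentially expressed, and all 21 were higher than in D12. In M24, 46 miRNAs were higher and 6 were lower than in D24. In R12, 38 were higher and 3 were lower than in D12. In R24, 39 were higher and 5 were lower than in D24. The 4 comparisons together gave 81 different miRNAs, of which 33 were mature and 48 were predicted. Scaling moved these counts most. With each library scaled to its clean reads in Table 2, an alternative chosen after the data were seen, 298 different miRNAs were differentially expressed. Most were then lower after infection, with 7 higher and 238 lower in M12, 18 and 244 in M24, 14 and 240 in R12, and 17 and 259 in R24. This scaling shifted log2 fold changes by -2.09 in M12, -3.23 in M24, -2.82 in R12 and -3.62 in R24. Scaling to the miRNA totals, as in TPM, shifted them by 0.36 in R24, 0.22 in M24 and -0.14 in R12. Unless scaled to clean reads, all values are relative to the other miRNAs of the same library. Without the fold threshold, 185 different miRNAs were differentially expressed, with 50 higher and 54 lower in M12, 62 and 57 in M24, 61 and 55 in R12, and 48 and 56 in R24. With an assumed biological coefficient of variation of 0.4 in place of counting error alone, 26 were differentially expressed. In 50 simulated sets of infected libraries with no change from the control libraries, a median of 0 different miRNAs were called under counting error alone. When the simulated libraries also varied by the common dispersion of 0.0456 that edgeR estimated, the median was 31 and the maximum 45. A miRNA with 0 counts in both control libraries cannot be called in such sets. This covers 34 of the 48 predicted miRNAs called here, for which the sets give no comparison.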

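Among mature miRNAs, 16 were higher and 3 were lower in R12 than in D12, and 4 were higher and 5 were lower in R24 than in D24. By name, 18 different mature miRNAs were higher and 8 were lower with RH. With scaling to the miRNA totals, these became 20 higher and 4 lower, and with TMM factors from the mature miRNAs alone, 19 higher and 3 lower. In R24 itself, the 4 higher and 5 lower became 9 higher and 1 lower with the miRNA totals, and 5 higher and 2 lower with the mature TMM factors. Some names share their counts, since ssc-miR-199a-3p and ssc-miR-199b-3p had the same count in every library, as did ssc-miR-9 and ssc-miR-9-1. The lower miRNAs with the largest changes in R12 included ssc-miR-331-3p and ssc-let-7c. ssc-miR-331-3p had 13 counts in R12 and 245 in D12, a log2 fold change of -1.09 (interval -2.02 to -0.29). ssc-let-7c had 62 and 1127 counts, a log2 fold change of -1.04 (interval -1.43 to -0.67), which became -0.96 with TMM factors from the mature miRNAs. In R24 the log2 fold changes of these miRNAs were -0.46 and -0.18, and neither passed the threshold. The lower call of ssc-let-7c depends on D12, where its TPM was 204, against 96.6 in D24. In the infected libraries its TPM was 89.5 in R12, 109 in R24, 135 in M12 and 95.1 in M24. Over both time points, 8 miRNAs of either type differed between RH and the control group at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 7 higher and 1 lower. At an unadjusted p under 0.05 there were 41, and the DESeq2 Wald test gave 24. The count of 8 depended on single libraries. It was 4 without D12, 2 without D24, 3 without M12, 2 without M24, 20 without R12 and 25 without R24.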

In the group infected with the RH strain, 19 mature miRNAs were upregulated and nine mature miRNAs were downregulated. In addition, 33 novel miRNAs were identified in this group, all of which were upregulated (Tables 3, 4). Moreover, an analysis of the Me49-infected group revealed that 13 and six mature miRNAs were upregulated and downregulated, respectively, and that all 23 novel miRNAs detected were upregulated (Tables 5, 6). 

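Among predicted miRNAs, 22 were higher in R12 and 35 were higher in R24, and none was lower in either library under any of the scalings to miRNA counts. Scaled to clean reads, 9 were higher and 37 lower in R12, and 15 were higher and 42 lower in R24. With TMM, the higher ones were 37 different miRNAs, of which 20 passed in both R12 and R24. The predicted miRNAs with the largest changes in R12 included novel_601, with 13 counts in R12 and 0 in D12. Its level was at least 38.3-fold higher in R12 and at least 34.8-fold higher in R24, where it had 8 counts against 0. These folds take the infected count as measured. The exact interval of the log2 ratio starts at 4.75 in R12 and at 4.48 in R24. Requiring at least 10 counts in 1 of the 2 compared libraries left 7 predicted miRNAs in R12 and 9 in R24. Over both time points, edgeR's quasi-likelihood test called 4 predicted miRNAs with RH. One of these, novel_394, had a log2 fold change of 4.18 (standard error 0.70, adjusted p = 0.0417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 12 and 21 counts in R12 and R24 and 10 and 8 counts in D12 and D24. novel_394 stayed called by the DESeq2 Wald test, and when R12 or R24 was left out, in fits with a lone RH library. It was no longer called when D12, D24, M12 or M24 was left out. Nor was it called without time point as a covariate (adjusted p = 0.0718 from edgeR's quasi-likelihood test). Its log2 fold change was 1.00 when scaled to clean reads (adjusted p = 0.332 from the same test). It was chosen for naming after its values were seen.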

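With Me49, 7 mature and 14 predicted miRNAs were higher in M12, and no miRNA was lower. In M24, 11 mature and 35 predicted miRNAs were higher, and 6 mature miRNAs were lower. By name, 15 mature miRNAs were higher, 6 mature miRNAs were lower and 38 predicted miRNAs were higher, and 14 of all these passed in both M12 and M24. Scaled to the miRNA totals, 17 mature miRNAs were higher and 3 were lower. Scaled to clean reads, 5 predicted miRNAs were higher and 33 lower in M12, and 16 were higher and 31 lower in M24. The lower miRNAs with the largest changes in M24 had few counts. ssc-miR-1296-5p had 0 counts in M24 and 72 in D24, so that its level was at least 2.32-fold lower with the control count as measured. The exact interval of its log2 ratio ends at -0.88. ssc-miR-935 had 2 and 112 counts, a log2 fold change of -2.39 (interval -5.50 to -0.55). In M12 their log2 fold changes were -0.01 and -0.19. With both time points together, edgeR's quasi-likelihood test gave 7 miRNAs that differed between Me49 and the control group, all higher. At an unadjusted p under 0.05 there were 31, and the DESeq2 Wald test gave 21. Leaving out a library gave 4 without D12, 0 without D24, 3 without M12, 0 without M24, 22 without R12 and 20 without R24. Between RH and Me49 directly, the same edgeR test gave 0 miRNAs, with 9 at an unadjusted p under 0.05 and 1 by the DESeq2 Wald test. This count was 5 without R12 and 7 without R24.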

Detailed miRNA data for the different groups (M12, M24, R12 and R24) are summarized in Additional file 1: Table S1.

**Table 3:** Differential expression of mature miRNAs in porcine alveolar macrophages infected with the RH strain

Type	miRNA	Fold change	*P*-value	*q*-value
Upregulated	ssc-miR-451	1.949	3.51E-75	4.53E-74
	ssc-miR-1285	4.9342	7.74E-72	8.04E-71
	ssc-miR-4332	10.907	6.13E-59	5.45E-58
	ssc-miR-146a-5p	1.1608	7.46E-32	4.43E-31
	ssc-miR-9	4.0498	1.27E-28	7.66E-28
	ssc-miR-9-1	4.0498	1.27E-28	7.66E-28
	ssc-miR-4332	8.209	6.69E-22	3.66E-21
	ssc-miR-99a	3.6665	7.54E-21	3.89E-20
	ssc-miR-542-3p	1.2399	2.26E-20	1.13E-19
	ssc-miR-1285	3.1429	7.26E-17	3.37E-16
	ssc-miR-199a-3p	4.4496	1.59E-16	7.00E-16
	ssc-miR-199b-3p	4.4496	1.59E-16	7.00E-16
	ssc-miR-4331	3.8591	8.24E-08	1.90E-07
	ssc-miR-486	1.4972	6.85E-07	1.87E-06
Downregulated	ssc-miR-125b	-1.0558	1.62E-97	2.44E-96
	ssc-miR-1	-1.0748	7.10E-23	3.69E-22
	ssc-miR-335	-1.1053	1.45E-20	6.69E-20
	ssc-let-7c	-1.0411	1.39E-11	5.47E-11
	ssc-miR-99a	-4.0677	3.94E-09	9.82E-09
	ssc-miR-331-3p	-1.0933	0.0011139	0.0022359
	ssc-miR-421-3p	-1.6714	0.002109	0.0029857
	ssc-miR-17-3p	-4.4202	0.0023737	0.0032496
	ssc-miR-362	-1.0508	0.0057743	0.0067864

**Table 4:** Differential expression of novel miRNAs in macrophages infected with the RH strain

Type	miRNA	Fold change	*P*-value	*q*-value
Upregulated	novel_417	5.6453	0	0
	novel_72	8.4105	1.19E-262	5.37E-261
	novel_90	6.8889	7.10E-109	1.17E-107
	novel_394	5.0994	5.07E-16	1.91E-15
	novel_382	6.1533	4.66E-11	1.32E-10
	novel_132	5.7071	8.68E-10	2.25E-09
	novel_486	5.6678	2.15E-08	5.15E-08
	novel_334	5.5158	1.06E-07	2.40E-07
	novel_511	5.3459	5.36E-07	1.13E-06
	novel_594	5.3459	5.36E-07	1.13E-06
	novel_601	5.3459	5.36E-07	1.13E-06
	novel_558	5.1533	2.81E-06	5.46E-06
	novel_601	5.303	7.32E-06	1.86E-05
	novel_454	1.3852	9.05E-06	1.71E-05
	novel_578	4.1429	1.03E-05	2.59E-05
	novel_591	4.9309	1.52E-05	2.79E-05
	novel_591	5.062	4.14E-05	9.58E-05
	novel_380	4.6678	8.59E-05	0.0001466
	novel_473	4.6678	8.59E-05	0.0001466
	novel_394	3.406	0.0001544	0.0003401
	novel_290	3.4441	0.0002395	0.0003776
	novel_578	3.4441	0.0002395	0.0003776
	novel_471	1.4744	0.0004257	0.0006314
	novel_511	4.41	0.0014925	0.0029629
	novel_384	5.2921	0.0021461	0.003004
	novel_515	1.5602	0.0023622	0.0032496
	novel_305	3.9309	0.0031796	0.0040836
	novel_449	3.9309	0.0031796	0.0040836
	novel_451	3.9309	0.0031796	0.0040836
	novel_541	3.9309	0.0031796	0.0040836
	novel_550	3.9309	0.0031796	0.0040836
	novel_564	3.9309	0.0031796	0.0040836
	novel_382	4.1876	0.0037708	0.0069513
Downregulated	none	none	none	none

**Table 5:** Differential expression of mature miRNAs in macrophages infected with the Me49 strain

Type	miRNA	Fold change	*P*-value	*q*-value
Upregulated	ssc-miR-451	2.1667	6.36E-118	6.93E-116
	ssc-miR-1285	4.4641	5.84E-46	5.09E-45
	ssc-miR-122	1.6617	1.14E-19	1.77E-18
	ssc-miR-486	1.9641	3.28E-15	3.70E-14
	ssc-miR-4332	6.8595	4.57E-11	4.40E-10
	ssc-miR-99a	1.1177	3.86E-07	8.60E-07
	ssc-miR-143-3p	1.3819	5.90E-06	1.16E-05
	ssc-miR-126-3p	1.2962	9.48E-06	1.75E-05
	ssc-miR-17-3p	1.8355	9.56E-06	1.75E-05
	ssc-miR-199a-3p	1.784	2.25E-05	3.80E-05
	ssc-miR-199b-3p	1.784	2.25E-05	3.80E-05
	ssc-miR-4331	3.3689	4.53E-05	6.96E-05
	ssc-miR-127	2.4514	0.00037218	0.00049907
Downregulated	ssc-miR-222	-1.0298	4.35E-161	1.14E-159
	ssc-miR-1	-1.2042	4.12E-38	3.08E-37
	ssc-miR-1296-5p	-4.7387	0.00036318	0.00049334
	ssc-miR-935	-2.4384	0.0011422	0.0014097
	ssc-miR-421-3p	-1.5242	0.0022573	0.0026234

**Table 6:** Differential expression of novel miRNAs in macrophages infected with the Me49 strain

Type	miRNA	Fold change	*P*-value	*q*-value
Upregulated	novel_417	3.3666	1.33E-117	1.09E-115
	novel_72	6.8454	1.78E-109	1.17E-107
	novel_90	5.758	2.69E-56	8.00E-55
	novel_558	6.1076	2.49E-10	7.65E-10
	novel_132	5.784	2.13E-09	6.03E-09
	novel_394	4.3689	4.98E-09	1.34E-08
	novel_451	5.8446	6.85E-09	1.75E-08
	novel_374	5.6381	6.64E-08	1.54E-07
	novel_601	5.6381	6.64E-08	1.54E-07
	novel_591	5.2596	2.24E-06	4.58E-06
	novel_511	5.1076	7.46E-06	1.44E-05
	novel_578	3.9539	1.82E-05	3.16E-05
	novel_382	4.9377	2.54E-05	4.02E-05
	novel_541	4.9377	2.54E-05	4.02E-05
	novel_594	4.9377	2.54E-05	4.02E-05
	novel_515	1.9997	0.00022197	0.00030955
	novel_409	3.5913	0.00023715	0.00032638
	novel_284	4.2596	0.0011456	0.0014097
	novel_334	4.2596	0.0011456	0.0014097
	novel_380	4.2596	0.0011456	0.0014097
	novel_421	2.1763	0.0031476	0.0035023
	novel_486	3.9377	0.0043094	0.0046468
	novel_547	3.9377	0.0043094	0.0046468
Downregulated	none	none	none	none

An analysis of the miRNAs in the different groups is shown in Fig. 2. The comparison of the porcine alveolar macrophages infected with RH and Me49 for 12 h with the corresponding control group identified seven miRNAs (ssc-miR-486, ssc-miR-451, ssc-miR-4332, ssc-miR-1285, ssc-novel-90, ssc-novel-72 and ssc-novel-417) that were differentially expressed in both infected groups. Moreover, an analysis of groups obtained 24 h after infection revealed 26 miRNAs that were differentially expressed in the RH- and Me49-infected groups compared with the control. 

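At 12 h, 13 miRNAs were differentially expressed in both M12 and R12, and all 13 were higher than in D12 in both. They were ssc-miR-1285, ssc-miR-142-5p, ssc-miR-4332, ssc-miR-451, ssc-miR-486, novel_72, novel_90, novel_394, novel_417, novel_527, novel_558, novel_578 and novel_591. Both comparisons used D12, so an unusual count in D12 enters both. In the 50 simulated sets with no change, which also shared 1 control library, the overlap had a median of 0 under counting error alone. Under edgeR's common dispersion the overlap had a median of 1 and a maximum of 4. These sets could not call novel_527, novel_558 or novel_591, which had 0 counts in both control libraries. Several of the shared miRNAs rested on few counts. novel_527 had 3 counts in M12 and 2 in R12, and novel_558 had 3 in each, with 0 in D12 for both. Assuming a biological coefficient of variation of 0.4 reduced the overlap to 5.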

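At 24 h, 32 miRNAs were differentially expressed in both M24 and R24, of which 26 were predicted and 6 were mature. The 26 predicted miRNAs, ssc-miR-1285, ssc-miR-4331 and ssc-miR-4332 were higher than in D24 in both libraries, and ssc-miR-1 and ssc-miR-421-3p were lower in both. The lower calls of ssc-miR-1 depend on D24, which was itself higher than D12 by a log2 value of 1.33, in a comparison of the control libraries chosen after the data were seen. ssc-miR-1 had a TPM of 506 in M24 and 610 in R24, against 491 in D12, and over both time points its log2 fold change was -0.13 with RH (adjusted p = 0.902 from edgeR's quasi-likelihood test) and -0.54 with Me49 (adjusted p = 0.697). ssc-miR-99a (AACCCGUAGAUCCGAUCUUGUG) moved in opposite directions. It had 46 counts in M24, 1 in R24 and 219 in D24, a log2 fold change of 1.11 (interval 0.63 to 1.58) in M24 and of -3.97 (interval -9.38 to -1.57) in R24. At 12 h it had 69 counts in R12 and 48 in D12, a log2 fold change of 3.64 (interval 3.11 to 4.23), and 14 counts in M12, where it did not pass the threshold. The fold change with RH differed between the time points beyond counting error (exact conditional test, two-sided, p = 1.50e-28 after multiplying by the 798 miRNAs of both strains that had counts at both time points). The test compares 4 libraries and not conditions. In M24 its log2 fold change was -2.10 when scaled to clean reads. The overlap in the simulated sets, which shared 1 control library, had a median of 1 and a maximum of 4 under edgeR's common dispersion. In these sets too, a miRNA with 0 counts in both control libraries could not be called. With at least 10 counts required, 10 miRNAs were shared, and with all libraries thinned to the total of R24, 8 were shared.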

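Between all 4 comparisons, 10 miRNAs were shared, of which 8 were predicted and 2 were mature, and every one was higher after infection. Thinning every library to the total of R24 left 5. No simulated set with unchanged infected libraries gave a miRNA shared by all 4. These sets could not give novel_527, novel_558 or novel_591, which had 0 counts in both control libraries. Of the 10, novel_417 (GUCAGGAUGGCCGAGUGGUCUAAGG) lies on the minus strand of chromosome 7 from 23020222 to 23020333, on a genome build that the deposited annotation does not name. It had 344 and 453 counts in D12 and D24, 825 and 995 in M12 and M24, and 1265 and 1736 in R12 and R24, with log2 fold changes from 3.36 in M12 to 5.64 in R24. novel_72 (CUGCUUCUGGGUCGGGGUU) lies on the plus strand of chromosome 6 from 151548453 to 151548560. It had 23 and 14 counts in the control libraries and between 615 and 1206 in the infected libraries, with log2 fold changes from 6.80 in M12 to 9.71 in M24. novel_90 (CGUCCCGUCCCGUGGUCUC) lies on the plus strand of chromosome 14 from 32287053 to 32287161. It had 24 and 5 counts in the control libraries and between 302 and 527 in the infected libraries. ssc-miR-4332 (CACGGCCGCCGCCGGGCGCC) had 2 counts in D12 and 1 in D24, and 54, 185, 67 and 147 in M12, M24, R12 and R24. Its log2 ratio had a counting interval of 4.94 to 9.94 in M12 and 8.41 to 16.22 in R24. Its sequence, that of ssc-miR-1285 and those of the predicted miRNAs were not compared here with sequences of rRNA, tRNA, other longer RNAs or the parasite. The paper's methods state that tags from rRNAs and tRNAs were removed, which could not be checked from the counts. Fragments of longer RNAs therefore stay open as a source. ssc-miR-1285 (CUGGGCAACAUAGCGAGACCCCGU) had 63 and 44 counts in the control libraries and 150, 94, 63 and 103 in M12, M24, R12 and R24. Its log2 fold change in R12 was 3.12 (interval 2.62 to 3.67), and 0.32 without passing the threshold when scaled to clean reads.

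**Figure D2:**
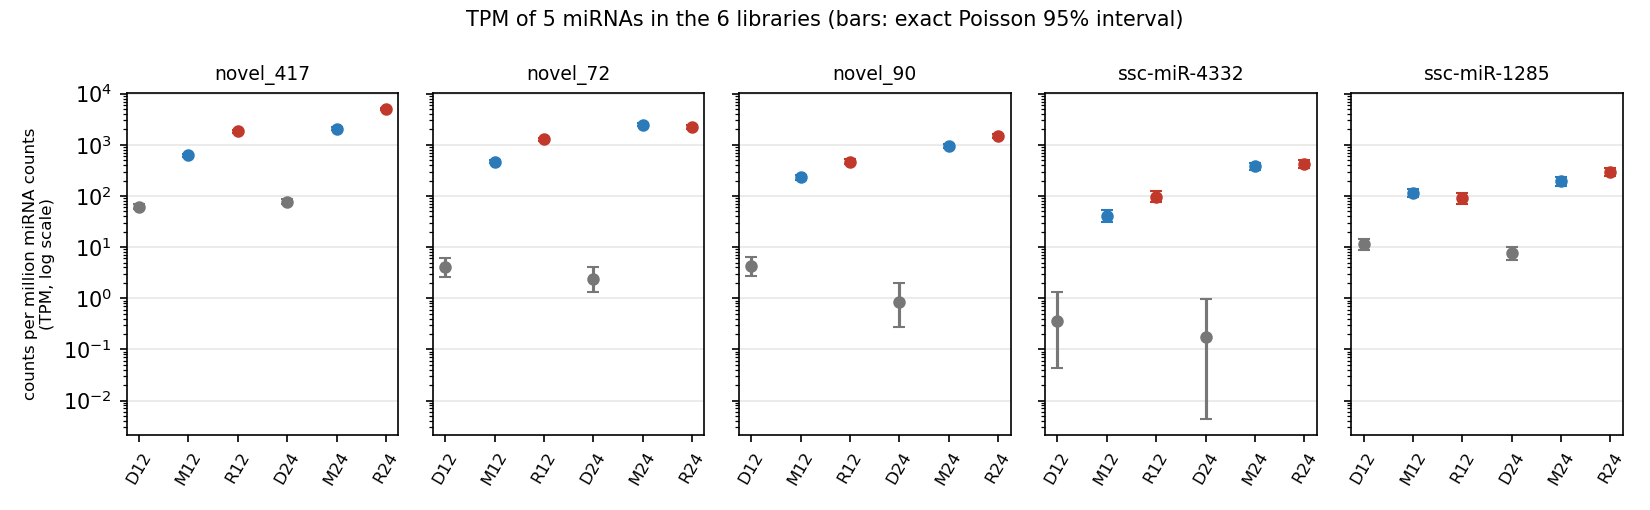
TPM of novel_417, novel_72, novel_90, ssc-miR-4332 and ssc-miR-1285, on a log scale, in each of the 6 libraries. Each point is 1 library, in gray for the control group, blue for Me49 and red for RH, and bars are exact Poisson 95% intervals for counting error. Each of the 5 miRNAs lies higher in the 4 infected libraries than in both control libraries, on a scale where miRNA counts are set against each other.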

In total, five miRNAs (ssc-miR-4332, ssc-miR-1285, ssc-novel-90, ssc-novel-72 and ssc-novel-417) were differentially expressed in the M12, M24, R12 and R24 groups compared with the control group, and these detailed miRNA data are summarized in Table 7.

**Fig. 2:**
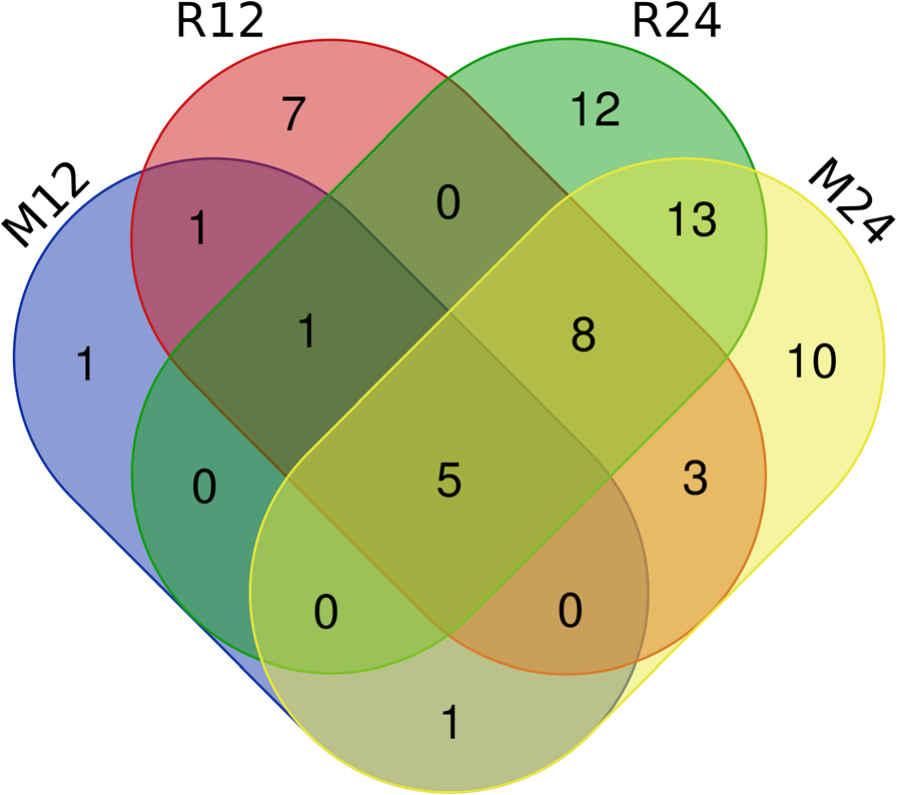
Venn diagram showing the number of overlapping differentially expressed miRNAs in the different groups

**Table 7:** Summary of the overlapping differentially expressed miRNAs in the different groups

Different group	Quantity	Common differentially expressed miRNAs
M12, M24, R12, R24	5	ssc-miR-4332, ssc-miR-1285, ssc-novel-90 ssc-novel-72, ssc-novel-417
M12, M24	6	ssc-miR-199a-5p, ssc-miR-4332, ssc-miR-1285, ssc-novel-417, ssc-novel-90, ssc-novel-72
R12, R24	14	ssc-miR-451, ssc-miR-99a, ssc-miR-127, ssc-miR-1285, ssc-miR-4332, ssc-novel-72, ssc-novel-90, ssc-novel-591, ssc-novel-382, ssc-novel-601, ssc-novel-511, ssc-novel-394, ssc-novel-578, ssc-novel-417
M12 R12	7	ssc-miR-1285, ssc-miR-486, ssc-miR-451, ssc-novel-417, ssc-miR-4332, ssc-novel-72, ssc-novel-90
M24, R24	25	ssc-miR-1, ssc-miR-127, ssc-miR-4331, ssc-miR-421-3p, ssc-miR-17-3p, ssc-miR-4332, ssc-miR-1285, ssc-miR-99a, ssc-novel-515, ssc-novel-132, ssc-novel-601, ssc-novel-594, ssc-novel-380, ssc-novel-334, ssc-novel-394, ssc-novel-451, ssc-novel-382, ssc-novel-511, ssc-novel-90, ssc-novel-558, ssc-novel-72, ssc-novel-591, ssc-novel_486, ssc-novel-578, ssc-novel-541, ssc-novel-417

### GO and KEGG analyses

In total, 7462 predicted targets were identified (Additional file 2: Table S2). A gene ontology (GO) enrichment analysis was the performed based on the predicted target genes of the differentially expressed miRNAs to identify the enriched biological processes, molecular functions and cellular components. The enriched GO terms of the cellular component, molecular function and biological process categories are shown in Fig. 3. A KEGG enrichment analysis demonstrated that the target genes were involved in multiple signaling pathways, including FcγR-mediated phagocytosis, AMPK signaling, mTOR signaling, phosphatidylinositol signaling, Fcγ epsilon RI signaling, B cell receptor signaling, T cell receptor signaling, pathways in cancer and VEGF signaling. The top 20 KEGG enrichment pathways are shown in Tables 8 and 9.

**Fig. 3:**
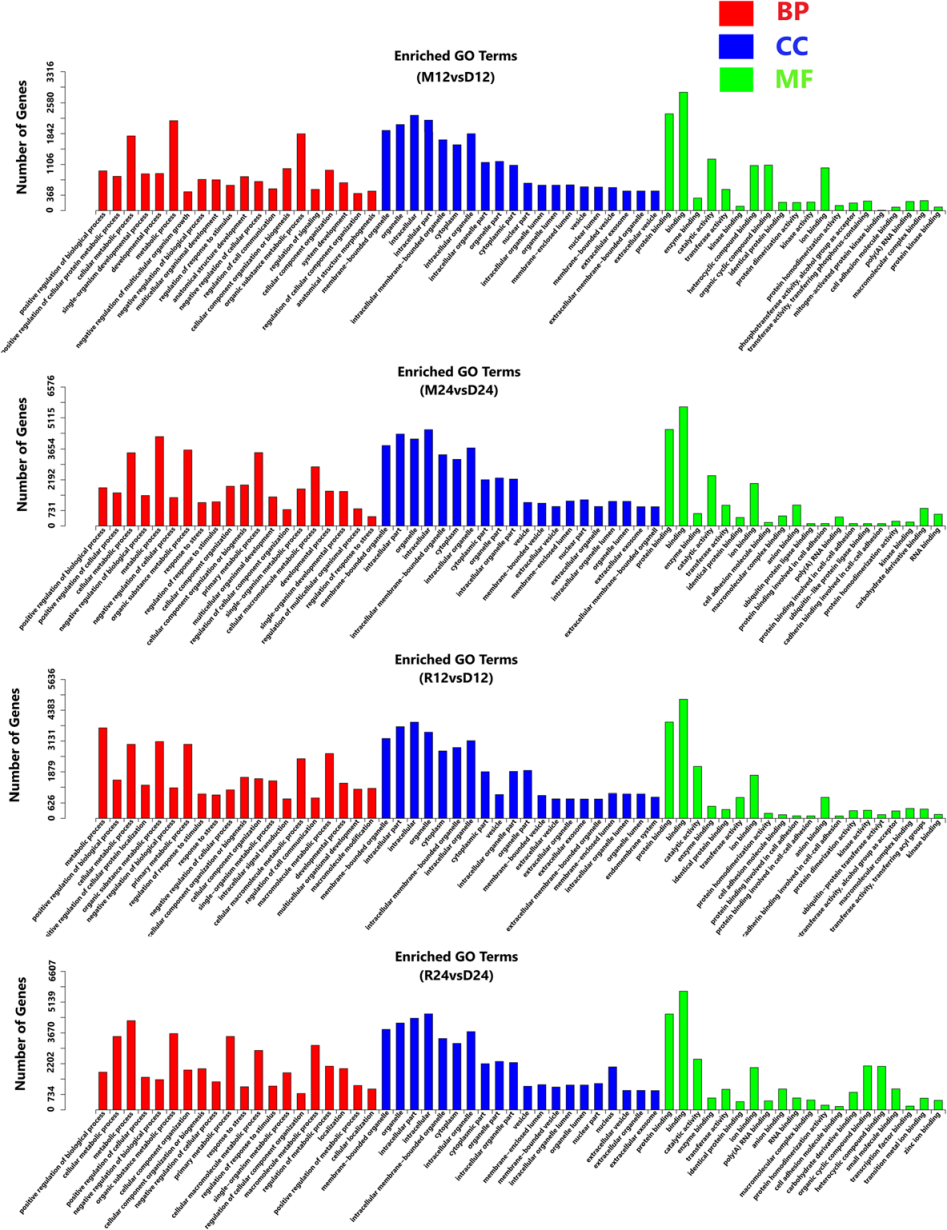
GO analysis of macrophages infected or uninfected with *T. gondii*. **a**, **b** Macrophages harvested 12 h or 24 h after infection with the Me49 strain. **c**, **d** Macrophages harvested 12 h or 24 h after infection with the RH strain. *Abbreviations*: BP, biological process; CC, cellular component; MF, molecular function

**Table 8:** Top 20 enriched pathways after infection with the RH strain for 12 h (R12) and 24 h (R24)

R12 *vs* D12	R24 *vs* D24
Pancreatic cancer	Chagas disease (American trypanosomiasis)
T cell receptor signaling pathway	Pancreatic cancer
Chagas disease (American trypanosomiasis)	Acute myeloid leukemia
mTOR signaling pathway	Malaria
Acute myeloid leukemia	Chronic myeloid leukemia
Phosphatidylinositol signaling system	Proteoglycans in cancer
Platelet activation	Endometrial cancer
Inositol phosphate metabolism	Rheumatoid arthritis
Proteoglycans in cancer	Fc gamma R-mediated phagocytosis
Chronic myeloid leukemia	Inositol phosphate metabolism
Inflammatory bowel disease (IBD)	VEGF signaling pathway
B cell receptor signaling pathway	TNF signaling pathway
Endometrial cancer	Phosphatidylinositol signaling system
Amoebiasis	mTOR signaling pathway
VEGF signaling pathway	Toll-like receptor signaling pathway
Renal cell carcinoma	Fc epsilon RI signaling pathway
Insulin signaling pathway	Thyroid hormone signaling pathway
TNF signaling pathway	Butanoate metabolism
Fc epsilon RI signaling pathway	Non-small cell lung cancer

**Table 9:** Top 20 enriched pathways after infection with the Me49 strain for 12 h (M12) and 24 h (M24)

M12 *vs* D12	M24 *vs* D24
Pancreatic cancer	Chagas disease (American trypanosomiasis)
Chronic myeloid leukemia	Pancreatic cancer
Fc gamma R-mediated phagocytosis	Thyroid hormone signaling pathway
Pathways in cancer	Renal cell carcinoma
Acute myeloid leukemia	T cell receptor signaling pathway
Renal cell carcinoma	TNF signaling pathway
Insulin signaling pathway	mTOR signaling pathway
Proteoglycans in cancer	Fc gamma R-mediated phagocytosis
Chagas disease (American trypanosomiasis)	Proteoglycans in cancer
Cell cycle	Acute myeloid leukemia
Phosphatidylinositol signaling system	Endometrial cancer
mTOR signaling pathway	Fc epsilon RI signaling pathway
Type II diabetes mellitus	HIF-1 signaling pathway
HTLV-I infection	FoxO signaling pathway
Adherens junction	Chronic myeloid leukemia
Colorectal cancer	Inositol phosphate metabolism
AMPK signaling pathway	Apoptosis
Small cell lung cancer	Phosphatidylinositol signaling system
Axon guidance	Epstein-Barr virus infection

### Verification of differentially expressed miRNAs by real-time fluorescent quantitative PCR

Five mature miRNAs (ssc-miR-335, ssc-miR-199-5p, ssc-miR-125b, ssc-miR-451 and ssc-miR-486) and one novel miRNA (ssc-novel-90) were randomly selected from the set of identified differentially expressed miRNAs, and their expression levels were verified by qRT-PCR using miRNA-specific primers. 

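In the sequencing data, ssc-miR-335 had a log2 fold change of -1.11 (interval -1.33 to -0.89) in R24, with 172 counts against 4833 in D24, and of 0.26 in R12, -0.06 in M12 and -0.84 in M24. The value in R24 was -0.75 when scaled to the miRNA totals, which is under the fold threshold. D24 was itself higher than D12 for ssc-miR-335, by a log2 value of 0.77. The TPM was 495 in R24, against 830 in D24 and 601 in D12. ssc-miR-199a-5p had 37 counts in M12 and 40 in D12, a log2 fold change of 1.97 (interval 1.31 to 2.67), and 11 counts in M24 and 22 in D24, a log2 fold change of 2.32 (interval 1.18 to 3.47). It did not pass the threshold in R12, at 1.13, or in R24, at 0.81. ssc-miR-451 had 1328 counts in M12, 556 in R12 and 1272 in D12, with log2 fold changes of 2.17 (interval 2.05 to 2.28) in M12 and 1.95 (interval 1.80 to 2.09) in R12. At 24 h it had 3 counts in M24, 5 in R24 and 18 in D24 and did not pass the threshold, although it passed in R24, at 2.16, when scaled to the miRNA totals. ssc-miR-486 had log2 fold changes of 1.96 (interval 1.66 to 2.27) in M12 and 1.49 (interval 1.06 to 1.92) in R12, and 1 count in each of M24 and R24. When scaled to clean reads, the log2 fold changes fell to -0.10 in M12 and -0.84 in M24 for ssc-miR-199a-5p, to 0.08 in M12 and -0.87 in R12 for ssc-miR-451, and to -0.13 in M12 and -1.32 in R12 for ssc-miR-486. novel_90 had log2 fold changes of 5.71 in M12, 9.67 in M24, 6.84 in R12 and 10.18 in R24, and values between 3.64 and 6.67 when scaled to clean reads. Over both time points, ssc-miR-451 was called with RH (log2 fold change 1.89, standard error 0.29, adjusted p = 0.0372 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and with Me49 (2.00, standard error 0.29, adjusted p = 0.0258). With RH it was no longer called when D12, D24, M12, M24 or R12 was left out. It stayed called with RH when R24 was left out, in a fit with a lone RH library. With Me49 it was no longer called when D12, D24, M12 or M24 was left out. It stayed called with Me49 when R12 or R24 was left out. Without time point as a covariate, the adjusted p was 0.779 with RH and 0.836 with Me49. The log2 fold change over both time points was -1.28 with RH and -0.70 with Me49 when scaled to clean reads, and neither was called.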

The expression trends obtained for all the miRNAs by qRT-PCR were similar to those found with the original small RNA-sequencing data (Fig. 4). The results indicated a low false-discovery rate with respect to the RNA-sequencing data and supported the viability of the miRNA expression profiling study. The RNA-sequencing data obtained in our study have been uploaded to the GEO database with the accession number GSE119643.

**Fig. 4:**
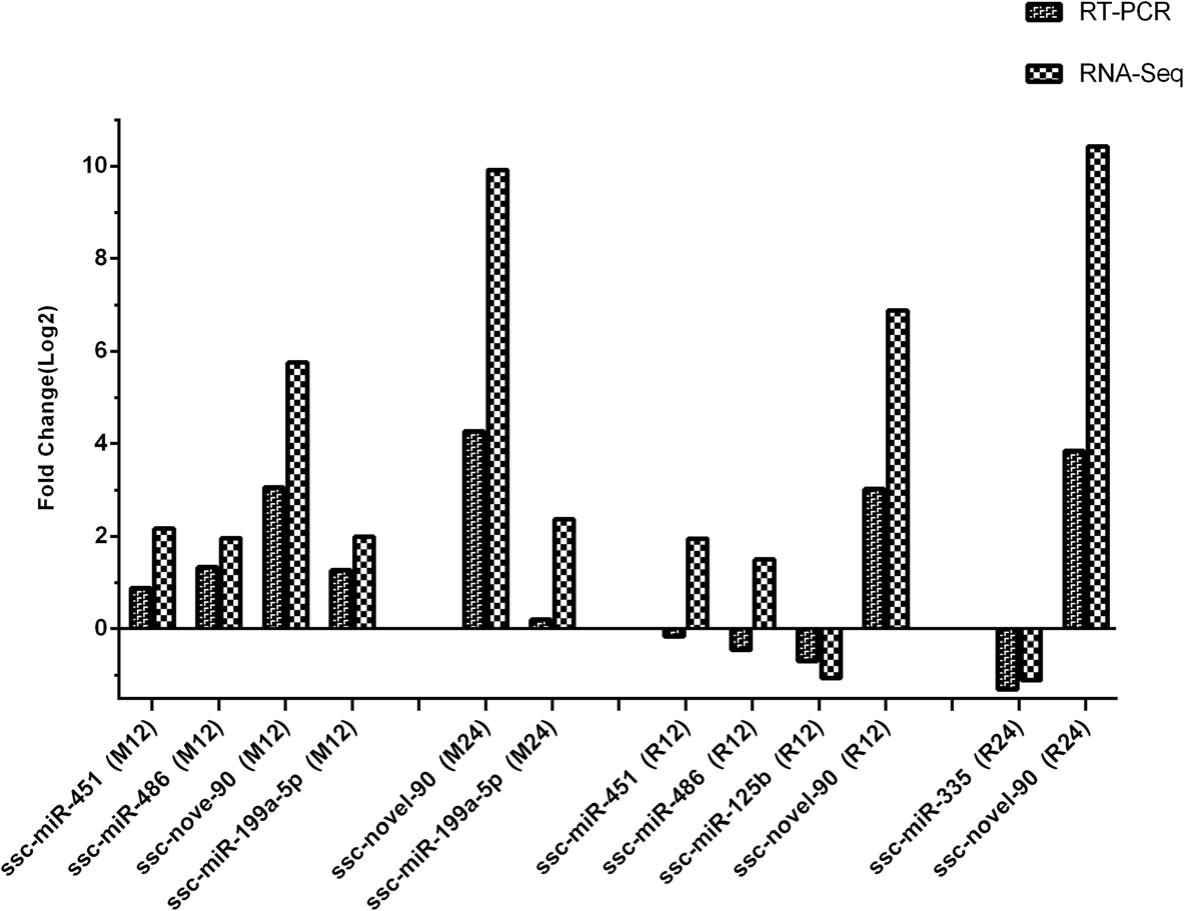
Validation of the selected mature and novel miRNAs by quantitative real-time PCR. M12, M24, R12 and R24 represent the different group

## Discussion

Previous studies have shown that miRNAs play a critical role in host cells, and many miRNAs are up- or downregulated after infection with *T. gondii* [15, 16]. We used small RNA sequencing and qRT-PCR approaches to analyze the miRNA expression profiles of porcine alveolar macrophages after *T. gondii* infection. 

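Over both time points, 6 miRNAs were called with both RH and Me49 by edgeR's quasi-likelihood test, and 5 of them were novel_417, novel_72, novel_90, ssc-miR-4332 and ssc-miR-1285. The log2 fold change of novel_417 was 5.32 (standard error 0.34, adjusted p = 0.00256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with RH and 3.98 (standard error 0.32, adjusted p = 0.00514) with Me49. For the other 4 the adjusted p from the same test lay between 0.00383 and 0.0114 with RH and between 0.00514 and 0.0134 with Me49. The call of novel_417 with RH was kept whichever library was left out. The other calls of these 5 miRNAs depended on single libraries. With RH, the adjusted p of novel_72 was 0.0523 without D12 and 0.160 without D24, that of novel_90 was 0.112 without M12 and 0.228 without M24, that of ssc-miR-4332 was 0.129 without D24 and 0.0595 without M24, and that of ssc-miR-1285 was 0.129 without D24, 0.128 without M12 and 0.235 without M24. With Me49, the adjusted p lay between 0.0848 and 0.168 without D24 and between 0.0982 and 0.438 without M24, and it was 0.0579 for novel_72 without D12, 0.226 for novel_90 without M12 and 0.281 for ssc-miR-1285 without M12. Without R12 or without R24, all 5 stayed called with both strains. When scaled to clean reads, ssc-miR-1285 was called with neither strain (adjusted p = 0.211 with RH and 0.0631 with Me49), and the other 4 stayed called with both, with the log2 fold change of novel_417 at 2.11 with RH and 1.27 with Me49.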

Our results showed that miRNAs are differentially expressed between *T. gondii*-infected and *T. gondii*-uninfected porcine alveolar macrophages, regardless of whether the RH or Me49 strain is used for the infection. We compared the miRNA profiles of *T. gondii*-infected and *T. gondii*-uninfected mice to confirm that the differentially expressed miRNAs might be important in macrophage resistance to *T. gondii* infection. Compared with the control group, 19 and nine mature miRNAs were upregulated and downregulated, respectively, in the RH-infected group, whereas in the Me49-infected group, 13 and six mature miRNAs were upregulated and downregulated, respectively. The fact that all the differentially expressed novel miRNAs were upregulated and most novel miRNAs were only predicted in the experimental group indicate that the miRNAs expression profile was changed significantly after *T. gondii* infection.

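Of the 174 predicted miRNAs, 39 had a count of 0 in both control libraries, and 18 of these were seen in all 4 infected libraries. The largest count of any of the 39 in a single infected library was 18. In the other direction, 21 predicted miRNAs had a count of 0 in all 4 infected libraries, although the infected libraries held far fewer miRNA counts. Counts above 0 were found for 130 predicted miRNAs in D12 and 123 in D24, against 115 in M12, 92 in M24, 83 in R12 and 84 in R24. Among the 48 predicted miRNAs that were differentially expressed, 34 had a count of 0 in both control libraries, 3 had 1 to 10 counts over both control libraries and 11 had more than 10. Of the 48, 29 stayed under 10 counts in every library, and the median of their counts summed over the 4 infected libraries was 11.5. novel_417, novel_72 and novel_90 held 92.9% of the counts of the 48 in the infected libraries. Predicted miRNAs together made up between 0.541% and 1.66% of the miRNA counts of a library. With every library thinned to the total of R24, 25 calls of predicted miRNAs over the 4 comparisons were higher after infection, against 106 before thinning. None was lower, but only 16 of the 358 tests had enough control counts for 0 counts after infection to be called lower, against 46 of 629 before thinning. In the paper, all differentially expressed predicted miRNAs were upregulated, and most predicted miRNAs were predicted in infected macrophages only. The paper reads this as indicating a significant change of the miRNA expression profile after infection.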

The potential target genes of the identified miRNAs were predicted using miRanda software, and this analysis identified 7462 predicted target genes. Previous research has shown that macrophages play a crucial role in the course of *T. gondii* infection because nitric oxide (NO) is produced to control the multiplication of *T. gondii* in activated macrophages both *in vitro* and *in vivo* [21, 22]. Among the differentially expressed miRNAs, ssc-miR-127 and ssc-miR-143-3p were predicted to regulate nitric oxide synthase 1 (NOS1) and nitric oxide synthase 3 (NOS3), respectively, and these predicted targets play essential roles in NO synthesis by oxidizing L-arginine [23] and were differentially expressed in both the RH- and Me49-infected groups. 

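ssc-miR-127 had few counts in every library, with 8 in D12, 17 in D24, 4 in M12, 9 in M24, 14 in R12 and 5 in R24. Its log2 fold change was 3.81 (interval 2.60 to 5.41) in R12 and 2.39 (interval 1.10 to 3.70) in M24. It did not pass the threshold in R24, at 1.89 with an adjusted p of 0.0658 from the exact test, or in M12. Scaled to the miRNA totals it passed in R24, at 2.24. ssc-miR-143-3p had 30 counts in R12 against 51 in D12, a log2 fold change of 2.36 (interval 1.68 to 3.06), and 28 in M24 against 111 in D24, a log2 fold change of 1.37 (interval 0.73 to 1.99). It did not pass the threshold in M12, at 0.33, or in R24, at -0.28. Thus each miRNA passed at 12 h with RH and at 24 h with Me49. When scaled to clean reads, ssc-miR-143-3p was lower in R12, at -0.44, and in M24, at -1.83, and ssc-miR-127 was lower in M24, at -0.75, while in R12 it stayed higher, at 1.07, without passing the threshold. With every library thinned to the total of R24, neither miRNA passed in any comparison. Neither was called over both time points, with adjusted p values from edgeR's quasi-likelihood test of 0.156 with RH and 0.527 with Me49 for ssc-miR-127, and of 0.418 and 0.679 for ssc-miR-143-3p.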

Based on these findings, we can reasonably conclude that ssc-miR-127 and ssc-miR-143-3p might be involved in macrophage resistance to *T. gondii*.

The potential functions and relationships of the identified target genes were predicted through a KEGG pathway enrichment analysis. An analysis of the top 30 KEGG pathways that were found to be enriched in the infected groups revealed many commonalities: the target genes of the differentially expressed miRNAs were mostly enriched in FcγR-mediated phagocytosis, the mTOR signaling pathway and the TNF signaling pathway.

FcγR-mediated phagocytosis plays an important role in defense against parasites through the processes of antigen recognition and phagocytosis in macrophages. SYK kinases are essential in the process of FcγR-mediated phagocytosis and are considered crucial for downstream biochemical processes, including PIP2 breakdown and PLCγ and PI3-kinase activation [24, 25]. The activation of the FcγR signaling pathway requires the PI3-kinase isoform PI3Kβ, members of the Rac small GTPase families and Vav guanine nucleotide exchange factors, and Rac2 and Vav3 in particular play notable roles [26–28]. 

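ssc-miR-421-3p was lower at 24 h with both strains, on few counts. It had 7 counts in M24 and 5 in R24 against 208 in D24, with log2 fold changes of -1.51 (interval -2.86 to -0.46) in M24 and -1.66 (interval -3.31 to -0.43) in R24. When scaled to the miRNA totals, the value in R24 was -1.30 and no longer passed. Thinned to the total of R24, in a single random draw that left few counts, the values were -0.56 in M24 and -0.63 in R24, and neither passed. At 12 h its log2 fold change was -0.05 in M12 and 0.20 in R12. Over both time points, the adjusted p from edgeR's quasi-likelihood test was 0.603 with RH and 0.637 with Me49 for ssc-miR-421-3p, and 0.319 and 0.0811 for ssc-miR-199a-5p.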

Five aberrantly expressed miRNAs were found to be related to these critical genes: ssc-miR-127 was predicted to regulate SYK; ssc-miR-421-3p was predicted to regulate Rac2; and ssc-miR-143-3p, ssc-miR-199a-5p and ssc-miR-1285 were predicted to regulate Vav3. Therefore, we can reasonably conclude that by binding to their target genes, the abnormally expressed miRNAs participate in the elimination of *T. gondii* by macrophages.

The TNF signaling pathway has a wide range of functions in innate and adaptive immunity. The signal transduction network of TNF comprises many crosslinked pathways, including the MAPK signaling pathway, the NF-κB signaling pathway and the PI3K signaling pathway. TNF, TNF receptor and downstream members form an immense signaling pathway network. Through binding to TNFR1, TNF receptor activation factor-2 (TRAF2) activates the classical NF-κB pathway to produce cytokines such as IFN-γ, TNF-α, IL-1, IL-2 and IL-12, and these cytokines play a vital role in macrophage resistance to *T. gondii* infection [29–31]. Moreover, the activation of TNFR2 by TNF leads to the recruitment of TRAF2 and the downstream activation of the JNK or p38/MAPK pathways, and the activation of these signal transduction pathways enhances the production of intracellular cytokines. Four aberrantly expressed miRNAs were predicted to be related to the members of these signal transduction pathways: ssc-novel_72 was predicted to regulate TNFR1, and ssc-miR-125b and ssc-miR-143-3p were predicted to regulate TRAF2/5. Thus, these miRNAs might play a crucial role in TNF signaling.

There are a few reports on macrophages and miRNAs in *T. gondii* infection. According to these reports, in human macrophages infected with the atypical genotype China 1 (ToxoDB#9), miR-30c-1, miR-125b, miR-23b-27b-24-1 and the miR-17~92 cluster bind to the STAT3 promoter, which increases the apoptosis of host cells [5, 16]. However, the comparison of the miRNA expression profiles obtained in the present study with the above-mentioned list of miRNAs revealed miR-125b as the only differentially expressed miRNA found in both groups. Moreover, in our study, miR-125b was found downregulated after infection with the RH strain, which indicates that macrophages infected with different genotypes of *T. gondii* present different miRNA expression profiles.

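The files list 16 miRNAs under the names of these earlier reports, counting both arms and each member of the miR-17~92 cluster. Without ssc-miR-125b, 15 remain. Of their values in the 4 comparisons, 48 rested on at least 100 counts in the 2 libraries together, and these log2 fold changes lay between -0.86 and 0.66. Of all values of the 15, 1 passed the threshold. This was ssc-miR-17-3p in M24, with 19 counts against 55 in D24, a log2 fold change of 1.82 (interval 1.00 to 2.61). It was -1.38 when scaled to clean reads. In R24 ssc-miR-17-3p had a count of 0 and did not pass (adjusted p = 0.117 from the exact test). In M12 and R12 its log2 fold change was 0.25 and -0.29.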

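ssc-miR-125b had 578 counts in R12 and 10614 in D12, a log2 fold change of -1.06 (interval -1.18 to -0.93). With TMM factors from the mature miRNAs it was -0.98, just under the fold threshold. In R24 it had 318 counts against 7337 in D24, a log2 fold change of -0.82 (interval -0.99 to -0.66). With Me49 it was lower too, with log2 fold changes of -0.74 (interval -0.82 to -0.66) in M12 and -0.50 (interval -0.64 to -0.37) in M24, and neither passed the fold threshold. With the time points tested together, the log2 fold change with RH was -0.94 (standard error 0.15, adjusted p = 0.0380 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was no longer called with RH when D12, D24, M12 or M24 was left out. It stayed called when R12 or R24 was left out, in fits with a lone RH library. With DESeq2 size factors in the edgeR fit of all 6 libraries, the log2 fold change with RH was -0.84 and the adjusted p 0.0530. With Me49 the log2 fold change was -0.58 (standard error 0.15, adjusted p = 0.143 from the same test). The difference between RH and Me49, tested directly, was -0.36 (standard error 0.15, adjusted p = 0.797 from the same test). This direct test is not the paper's contrast, which sets the lower level of miR-125b with RH against earlier reports on human macrophages infected with genotype China 1. No library here comes from that genotype.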

## Conclusions

In conclusion, our study provides significant experimental data on the expression profile of miRNAs in porcine alveolar macrophages infected with *T. gondii.* To our knowledge, this study also provides the first detection of the relationship between miRNA and macrophages of swine origin. Previous research showed that macrophages play a key role in resistance to *T. gondii* infection and that miRNAs play an important role in parasitic infections. Unveiling the roles of differentially expressed miRNAs in macrophages will provide a strong foundation for a more in-depth understanding of the interactions between *T. gondii* and macrophages. Understanding the functions of these regulated miRNAs will aid future investigations of *T. gondii* infectious diseases, and the differentially expressed miRNAs might be candidate drug targets for *T. gondii* infection in pigs.

## Additional files

Additional file 1: **Table S1.** Detailed miRNA data for the different groups (M12, M24, R12, and R24).

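Table S1 gives, for each infected library, a value for that library, a value for its control library, a log2 fold change, a p and a q. The values above 0 in Table S1 equal the deposited count multiplied by 1 factor per library in each comparison, which was 0.771 for M12, 1.92 for M24, 1.52 for R12 and 2.54 for R24. The factors for the control library were 0.179, 0.185, 0.172 and 0.195 in the same 4 comparisons. Some control values shown as 0 in Table S1 have a deposited count above 0. These are 1 of 1 in M12, 3 of 17 in M24, 1 of 5 in R12 and 4 of 20 in R24. The paper's list holds 113 entries, and 109 of them were differentially expressed by the exact test on the deposited counts. The 4 that were not are all in R24 and are novel_515, ssc-miR-17-3p, ssc-miR-127 and ssc-miR-451, with adjusted p values from that test between 0.0633 and 0.117. Conversely, 49 calls of the exact test are not in the paper's list, and 45 of these are predicted miRNAs.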

Additional file 2: **Table S2.** List of miRNA targets identified by miRanda.

## Abbreviations

DMEM: Dulbecco’s modified Eagle’s medium
FBS: Fetal bovine serum
GO: Gene ontology
IFN-γ: Interferon-γ
IL-1: Interleukin-1
IL-10: Interleukin-10
IL-12: Interleukin-12
IL-2: Interleukin-2
IL-4: Interleukin-4
IL-6: Interleukin-6
KEGG: Kyoto Encyclopedia of Genes and Genomes
MOI: Multiplicity of infection
NO: Nitric oxide
NOS1: Nitric oxide synthase 1
NOS3: Nitric oxide synthase 3
qRT-PCR: Quantitative reverse transcription real-time polymerase chain reaction
STAT3: Signal transducer and activator of transcription 3
TNFR2: Tumor necrosis factor receptor 2
TNF-α: Tumor necrosis factor
TPM: Transcripts per million reads
TRAF2/5: TNF receptor-associated factor 2/5

How the deposited data were processed for this re-analysis (not part of the article)

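Small RNA of cultured porcine alveolar macrophages was sequenced in 6 libraries, 1 for each of 6 conditions: uninfected, infected with the Me49 strain and infected with the RH strain of T. gondii, each at 12 h and at 24 h. The authors removed adapters and low-quality reads with custom scripts, kept reads of selected lengths and mapped them with Bowtie without mismatches to a reference sequence. They removed tags of rRNAs, tRNAs, snRNAs, snoRNAs, repeats and protein-coding genes, assigned mature miRNAs from miRBase and predicted further miRNAs with mirdeep2 and miREvo. The reference build is not named in the paper's methods text or in the deposited files.

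The deposited files hold 2 kinds of values per library: raw counts per miRNA and TPM. The counts are whole numbers, and the counts in the separate lists of mature and predicted miRNAs equal those in the joint table. Each TPM equals the count divided by the total of all miRNA counts in that library, on the usual TPM scale. The list of predicted miRNAs also gives a position, a precursor and a minimum free energy, which was not used in any test. All calculations started from the raw counts. The reads themselves, and clean reads that were not assigned to a miRNA, are not in the files used, so the length distribution of clean reads was not examined.

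Each infected library was compared with the control library of its time point. miRNAs with at least 1 count in the 2 libraries together were tested, 419 in M12, 419 in M24, 420 in R12 and 416 in R24. The test was a two-sided exact conditional binomial test, in which the total of the 2 counts is split by the TMM effective library sizes of edgeR 4.0.16, with Benjamini-Hochberg adjustment over the miRNAs tested in that comparison. A call needs an adjusted p under 0.05 and a log2 fold change above 1 in size, with a prior count of 0.5. The paper used DESeq with a corrected p of 0.05, and every fold change in its tables is above 1 in size. The largest q in its Table S1 is 0.00695, so the listed miRNAs lie well below that threshold. Because each condition has 1 library, the exact test asks whether 2 libraries differ by more than counting error. Fold changes against a library with 0 counts are lower bounds computed against 3 counts in that library. Counting intervals have a level of 95% and come from the exact binomial distribution, and intervals for a TPM come from the exact Poisson distribution.

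The test over both time points used the 12 h and 24 h libraries of 1 infection as repeats. It fitted infection with time point as a covariate in edgeR's quasi-likelihood framework, with TMM factors, edgeR's filter on low counts and Benjamini-Hochberg adjustment, and left 2 residual degrees of freedom. RH, Me49 and the difference between them were tested in the same fit, with DESeq2 1.42.0 (Wald test) as the other tool. Standard errors printed for edgeR's test were calculated back from the log2 fold change and the F statistic, and serve as a rough guide only. R 4.3.3, limma 3.58.1, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps. Where a miRNA was called in opposite directions at the 2 time points of a strain, the difference was tested by an exact conditional test of the ratio of the 2 fold changes, with Fisher's noncentral hypergeometric distribution. Its p was multiplied by the number of miRNAs with counts at both time points, over both strains, a choice made after the result was seen.

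The sum of miRNA counts per library ranged from 347325 to 5819591. The paper's Table 2 reports between 0.218% and 0.626% low-quality reads in the 12 h libraries and between 17.7% and 22.5% in the 24 h libraries, so the time points also differ in read quality, and the time point cannot be told apart from that difference. The tests were checked on simulated data in which 200 miRNAs per comparison were changed 4-fold. The exact test called 53.6% of them in M12, 44.7% in M24, 47.9% in R12 and 41.3% in R24, with 0 called in the wrong direction. Of changed miRNAs with at least 100 counts it called between 94.3% and 100%. An average of 0.4 to 0.7 unchanged miRNAs was called, in simulated libraries with counting error alone, which is what the test assumes. In the sets without any change, edgeR's common dispersion gave a median of 10 calls in M12 and 8 in each of M24, R12 and R24. In simulated data for both time points, edgeR's test was scored on the miRNAs left by its expression filter, 90 changed with RH and 91 with Me49. Of these it called 95.6% with RH and 98.2% with Me49, along with 7.5 and 3.9 unchanged miRNAs on average. These shares cannot be set beside those of the exact test, which are out of all 200 changed miRNAs.

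Before the data were examined, the comparisons, the tests and the alternatives were set. The alternatives were library totals, DESeq2 size factors, TMM factors from mature miRNAs, a minimum of 10 counts in one library, a prior count of 2, no fold threshold, an adjusted p under 0.01, an assumed biological coefficient of variation of 0.2 or 0.4, and all libraries thinned to the smallest total. For both time points they were DESeq2 size factors, the DESeq2 Wald test, no filter, no time covariate, TMM factors from mature miRNAs and each library left out in turn. Scaling to the clean reads of Table 2 and the comparison of the control libraries with each other were added after the data were seen. Thinning was a single random draw of the counts, so thinned values and calls also carry the error of that draw. To see how many calls arise without a change, infected libraries with no change were simulated 50 times at each time point. This was done with counting error alone and with the dispersion edgeR estimated. A miRNA with 0 counts in both control libraries cannot be called in these sets. They also cannot show what an unusual count in D12 or D24 itself gives.

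The miRNAs named were fixed by rule. They are every miRNA that the paper's results or discussion names as differentially expressed, measured by qRT-PCR or predicted to regulate a gene, the miRNAs of the earlier reports it lists, the 3 called miRNAs with the largest log2 fold change in each direction in each comparison, and the 3 with the smallest adjusted p in the RH and in the Me49 test over both time points. The paper's tables of fold changes had been seen when this rule was written. Other names were chosen after their values were seen: the further miRNAs shared between comparisons, novel_394, novel_515, and the miRNAs named among the control libraries and the marker lists. Lists of miRNAs typical of fibroblasts, of serum or red blood cells and of leukocytes were written beforehand, with members that the paper's tables show as changed set apart, and were compared with 10000 random lists of mature miRNAs.

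Target prediction, GO and KEGG results were left out, because the table of predicted targets at hand is incomplete and the files hold no gene expression. The qRT-PCR measurements were not used here, apart from the directions of the bars in Fig. 4.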

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

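The test of this pattern was chosen before the data were examined, but its use against counting error, its adjustment for all miRNAs and the scaling to clean reads were chosen after the result was seen.

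With RH, ssc-miR-99a was called higher at 12 h and lower at 24 h, and it stood out because the effect of the same infection had opposite signs at the 2 time points. Its log2 fold change was 3.64 in R12 and -3.97 in R24, a difference of -7.62 (24 h minus 12 h). The counts behind it were 69 in R12 and 48 in D12, and 1 in R24 and 219 in D24. It was the one miRNA called in opposite directions at the 2 time points of a strain. Counting error at these low counts is argued against by the exact conditional test of the difference (two-sided). Since the miRNA was picked for its opposite calls, p was multiplied by the 798 miRNAs of both strains that had counts at both time points, which gave 1.50e-28. The scalings to miRNA counts kept both signs, with values from 3.50 to 3.72 in R12 and from -3.97 to -3.64 in R24. Scaled to clean reads, the values were 0.84 in R12 and -7.12 in R24, so the sign at 12 h was kept but the miRNA no longer passed the threshold there. Thinned to the smallest library, they were 4.93 and -3.33. Part of the pattern lies in the control libraries, where ssc-miR-99a had a log2 difference of 2.41 between D24 and D12. The infected libraries also moved, from 69 counts in R12 to 1 in R24 and from 14 in M12 to 46 in M24. What stays open is a difference between single libraries beyond counting error, such as library preparation or sequencing, since each condition has 1 library and the 12 h and 24 h libraries differ in the share of low-quality reads. A change of the response to RH between 12 h and 24 h also stays open and was not tested apart from these.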

How the results depend on the processing

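Scaling to the clean reads of Table 2 was chosen after the results were seen, and the other alternatives were not.

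The counts of the 4 comparisons, of different miRNAs and of shared miRNAs stayed within 1.5 times their value under library totals, DESeq2 size factors, TMM factors from mature miRNAs, a prior count of 2 and an adjusted p under 0.01. The number of different miRNAs ranged from 62 to 82 over these. For the other alternatives, values are given in the order M12, M24, R12, R24, different miRNAs, shared by all 4, shared at 12 h and shared at 24 h. As calculated first, they were 21, 52, 41, 44, 81, 10, 13 and 32. With at least 10 counts in one library they were 12, 28, 25, 18, 49, 6, 10 and 10, since fewer miRNAs are tested and those with few counts cannot be called. Without a fold threshold they were 104, 119, 116, 104, 185, 43, 73 and 78, since small changes count. With an assumed variation of 0.2 they were 9, 19, 19, 16, 33, 5, 7 and 13, and with 0.4 they were 5, 16, 14, 14, 26, 5, 5 and 11, since the test then needs a larger change. Thinned to the smallest library they were 8, 17, 18, 15, 35, 5, 7 and 8, since fewer counts are left. Scaled to clean reads they were 245, 262, 254, 276, 298, 223, 235 and 255, since the clean reads of an infected library are nearly as many as those of its control and its miRNA counts are several times fewer.

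Of 136 log2 fold changes of named miRNAs, 132 kept their direction where called and their side of the threshold under library totals, 136 under DESeq2 size factors, 133 under TMM factors from mature miRNAs and 136 with a prior count of 2. Thinned, 120 of 135 did, and 15 no longer passed. Scaled to clean reads, 35 did, 87 passed the threshold anew, 4 no longer passed and 10 called values changed sign. These were -0.13 in M12 and -1.32 in R12 for ssc-miR-486, -0.87 in R12 for ssc-miR-451, -0.10 in M12 and -0.84 in M24 for ssc-miR-199a-5p, -0.75 in M24 for ssc-miR-127, -1.83 in M24 and -0.44 in R12 for ssc-miR-143-3p, -1.38 in M24 for ssc-miR-17-3p and -2.10 in M24 for ssc-miR-99a.

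Over both time points, the counts of RH, Me49 and RH against Me49 were 8, 7 and 0 in edgeR, with 41, 31 and 9 at an unadjusted p under 0.05. With the DESeq2 Wald test they were 24, 21 and 1, and without the filter on low counts 40, 30 and 6. The cause was not tested. Scaled to clean reads, RH had 223 and Me49 216, of which 6 and 6 were higher, and RH against Me49 stayed at 0, with 8 at an unadjusted p under 0.05. Without time point as a covariate (no replicate block), RH had 7, of which 6 were among the 8, and Me49 had 1, since differences between 12 h and 24 h then count as spread. DESeq2 size factors in the edgeR fit gave 7, 7 and 0, and TMM factors from mature miRNAs gave 9, 7 and 0. With each library left out in turn, RH ranged from 2 (without D24 or without M24) to 25 (without R24), Me49 from 0 (without D24 or without M24) to 22 (without R12) and RH against Me49 from 0 to 7 (without R24). In these fits 1 residual degree of freedom is left and the lone library of an infection is assumed to vary like the others. The cause of the higher counts without R12 or R24 was not tested.

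Depth also set limits. A count of 0 allows a TPM of up to 8.64 in R24, 6.20 in M24, 4.33 in R12 and 2.29 in M12, against 0.542 in D12, so that a miRNA at a low level in the control libraries cannot be called lower in an infected library unless it has many control counts.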

Differences from the paper's values

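The scaling to clean reads of Table 2 was chosen after the values were seen, and the other alternatives were set before the data were examined.

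For predicted miRNAs higher with RH, the paper's value is 33 and the value here is 57. Its Tables 3 and 4 list most names that passed at both time points 2 times, so the calls of R12 and R24 are added here, which counts a name 2 times as well. The different names here are 37. The values came within 1.5 times the paper's with an adjusted p under 0.01, at 42, and with scaling to clean reads, at 24. They did not with library totals, DESeq2 size factors, TMM factors from mature miRNAs, at least 10 counts, a prior count of 2, no fold threshold, an assumed variation of 0.2 or 0.4, or thinning. Counted in the same way, mature miRNAs with RH were 20 higher and 8 lower here, against 19 and 9 in the paper.

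For predicted miRNAs higher with Me49, the paper's value is 23 and the value here is 38. The values came within 1.5 times the paper's with an adjusted p under 0.01, at 26, and, as an alternative chosen after seeing the values, with scaling to clean reads, at 16, which drops 7 of the paper's own 26 entries of predicted miRNAs for Me49. They did not with library totals, DESeq2 size factors, TMM factors from mature miRNAs, at least 10 counts, a prior count of 2, no fold threshold, an assumed variation of 0.2 or 0.4, or thinning.

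For miRNAs differentially expressed with both strains at 12 h, the paper's value is 7 and the value here is 13. With an assumed variation of 0.2, and with all libraries thinned to the smallest, the value here was 7 as well. It was also within 1.5 times with at least 10 counts, at 10, an adjusted p under 0.01, at 10, and an assumed variation of 0.4, at 5. It was not with library totals, DESeq2 size factors, TMM factors from mature miRNAs, a prior count of 2, no fold threshold or scaling to clean reads. The 7 names in the paper's Table S1 are all among the 13.

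For miRNAs differentially expressed in all groups, the paper's value is 5 and the value here is 10. With an assumed variation of 0.2 or 0.4, and with thinning, the value here was 5 as well, and with at least 10 counts it was 6. The other alternatives did not come within 1.5 times. The 5 names in the paper's list are all among the 10.

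The largest q in Table S1 is 0.00695, below the 0.05 that the paper states and the 0.05 used here. For the miRNAs listed in Table S1 for M12, the paper's value is 9 and the value here is 21. With an assumed variation of 0.2 the value here was 9 as well, and it was within 1.5 times with at least 10 counts, at 12, and with thinning, at 8. The other alternatives did not come within 1.5 times. For R12 the paper's value is 25 and the value here is 41. With at least 10 counts the value here was 25 as well, and it was within 1.5 times with an adjusted p under 0.01, at 32, an assumed variation of 0.2, at 19, and thinning, at 18. The other alternatives did not come within 1.5 times.

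The total of different miRNAs is 81 in the paper and 81 here, but the paper's total has 36 predicted and 45 mature miRNAs, against 48 and 33 here. Table S1 itself holds 62 different miRNAs, of which 32 are predicted and 30 are mature. An adjusted p under 0.01 gave 35 predicted miRNAs.

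Table S1 calls 4 entries in R24 that were not called here: novel_515, ssc-miR-17-3p, ssc-miR-127 and ssc-miR-451. Library totals called novel_515 in R24, at a log2 fold change of 1.89, ssc-miR-451, at 2.16, and ssc-miR-127, at 2.24, and called 105 of the 113 entries in all. Scaling to clean reads, chosen after seeing the values, called ssc-miR-17-3p lower in R24 and dropped 46 of the 113 entries.

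The paper states that the qRT-PCR trends were similar to the sequencing for the miRNAs measured. Of 12 bars in Fig. 4, 10 point in the same direction as the log2 fold change here. The other 2 are ssc-miR-451 and ssc-miR-486 in R12, whose bars lie below the control while the log2 fold changes here were 1.95 and 1.49. This tally depends on scaling. Scaled to clean reads, both of these values were negative, like their bars. The same scaling made the values of ssc-miR-486 in M12 and of ssc-miR-199a-5p in M12 and M24 negative, against their bars.

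The paper names miR-125b as the differentially expressed member of the earlier reports. Here ssc-miR-17-3p, a member of the miR-17~92 cluster, was also called in M24, at 1.82, and Table S1 lists it. For miR-125b itself, the lower level with RH was also seen here, at -1.06 in R12.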

Other observations

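The tests of fewer clean reads, of the length of predicted miRNAs and of a source shared with the other clean reads were chosen after the results were seen, as was the comparison of the control libraries with each other. The tests of depth on the higher calls alone, and the count of tests able to give a lower call, were also chosen after. The test of depth by thinning, and those of fibroblast RNA and of serum RNA, were not.

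The infected libraries had fewer miRNA counts than the controls, by factors from 4.23 to 16.8. Fewer clean reads do not account for this, since the lowest ratio of clean reads of an infected library to its control was 0.802. The composition of the other clean reads is not in the files, so a real fall of miRNAs in infected macrophages and dilution by other small RNAs, from host or parasite, both stay open.

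Relative to the other miRNAs, all called predicted miRNAs were higher after infection. Lower miRNA read depth of the infected libraries is argued against as the cause of 25 of the 106 higher calls. These were also called higher after all libraries were thinned to the smallest total, in a single random draw. The other 81 were not called after thinning, and since thinning also leaves fewer counts to call them with, depth is neither shown nor excluded for them. Whether depth explains that none was called lower cannot be told, since 0 counts after infection would have been called lower in only 16 of the 358 thinned tests, and in 46 of 629 before thinning. A candidate explanation for the called predicted miRNAs is that they are short fragments of longer RNAs. The 48 called had a mean length of 19.5 nucleotides (median 19), against 21.9 (median 22) for the other 126, and 90% of 10000 random sets of 48 lay between 20.9 and 21.6, with none as short as the called set. Their mean GC content was 51.0%, against 55.2%. The sequences, and those of ssc-miR-4332 and ssc-miR-1285, were not compared here with sequences of rRNA, tRNA, other longer RNAs or the parasite. A response of predicted miRNAs to infection stays open as well.

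The 10 miRNAs called in all 4 comparisons may come from a source shared with the other clean reads of the infected libraries. Their highest over lowest level among the 4 infected libraries was smaller per other clean read than per miRNA read for 9 of 10, with a median ratio of 2.12 against 5.94. The libraries are 1 per condition, so this source cannot be told apart from a host response that grows with the share of other reads.

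The paper's methods name human foreskin fibroblasts as a cultured cell, and RNA of fibroblasts carried over with the tachyzoites was tested with a list of miRNAs typical of them. Of 21 members that the paper's tables do not show, 12 were in the files and 9 to 11 had counts in a comparison, with median log2 fold changes of -0.09 in M12, -0.48 in M24, -0.10 in R12 and -0.41 in R24. The highest percentile of these medians among random lists was 78.12, in R12. With the members seen in the paper's tables, the median in R12 was 0.83, above nearly all random lists, at a percentile of 99.98. The same full list had a median of 0.41 and a percentile of 99.85 between D24 and D12, where no tachyzoites were added, so a high percentile of this list does not by itself point to carried-over RNA. Several abundant members, such as ssc-miR-10a-5p with 129321 counts in D12, 146583 in D24 and 8449 in R24, are also high in the control libraries and would hide a small share. The counts do not separate human from pig sequences, so a small share of fibroblast RNA cannot be told apart from a change in the macrophages.

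In the control libraries, 16 miRNAs differed between D24 and D12 by the same exact test, 7 higher and 9 lower at 24 h. Thinning D24 to the depth of R24, M24, R12 or M12 gave 9, 11, 13 and 14. The largest differences were log2 values of -5.88 for ssc-miR-451 and -4.14 for ssc-miR-122, and ssc-miR-486 had -2.54. Serum or red blood cell RNA that differs between the 12 h and 24 h libraries could explain these. On the list for this source, 1 of 2 unseen members was in the files, ssc-miR-363, with 8 counts in D12 and 2 in D24, which was 2.96-fold lower. This rests on 10 counts and leaves the source open, as it does a difference between time points in the macrophages. All 4 members in the files had a median of -3.34 between the controls, and medians of 1.81 in M12, -0.30 in M24, 1.56 in R12 and -0.78 in R24.

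Leukocyte miRNAs were compared in the same way. Of 6 in the list, 4 were in the files, with median log2 fold changes of 0.73 in M12, -0.94 in M24, -0.93 in R12 and 1.38 in R24. Random lists lay below the value in R24 in every draw, although 3 of the 4 members had at most 2 counts in R24. In D12 and D24, ssc-miR-142-3p had 3 and 6 counts, ssc-miR-142-5p 16 and 7, and ssc-miR-150 4 and 2, against 12327 and 12854 for ssc-miR-155-5p. For comparison, ssc-miR-10b had 57411 and 61151, ssc-miR-196b-5p 3895 and 3024, and ssc-miR-152 5088 and 6244.

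The sequences of novel_417 and ssc-miR-1285 are 25 and 24 nucleotides long, lengths that fall within a range that the paper states it removed before miRNA identification.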
